# Suppressive Effects of Turmeric Extract on Muscle Atrophy in Dexamethasone-Treated Mice and Myotubes

**DOI:** 10.3390/nu14193979

**Published:** 2022-09-25

**Authors:** Kyohei Furukawa, Marika Kousaka, Huijuan Jia, Hisanori Kato

**Keywords:** sarcopenia, Fbxo32, MuRF1, C2C12, glucocorticoid, turmeric, curcuma longa

## Abstract

Sarcopenia is the decline in skeletal muscle mass, strength, and functions, which decreases the quality of life in elderly people. This study investigated the suppressive effect of turmeric (Curcuma longa) extract (TE) on muscle atrophy in dexamethasone (DEX)-treated mice and C2C12 myotubes. DEX treatment significantly decreased the muscle weight and significantly increased Fbxo32 and Murf1 expression in mice, and these changes were suppressed by the supplementation of an AIN-93 based diet with 2% TE. A similar pattern was observed in FBXO32 and MuRF1 protein expression. In C2C12 myotubes, DEX treatment significantly increased FBXO32 and MuRF1 gene and protein expression, and these increases were significantly suppressed by TE supplementation at a concentration of 200 µg/mL. Furthermore, one of the five TE fractions, which were separated by high-performance liquid chromatography had a similar effect with TE supplementation. The present study proposes the suppressive effect of turmeric on sarcopenia.

## 1. Introduction

The aging population is increasing rapidly, and the global population aged over 60 is expected to increase by 22% in 2050. Aging affects cellular metabolism, physiology, and function, and these changes result in increased disease morbidity and mortality and decreased quality of life (QoL). Skeletal muscle has a vital role not only in locomotion but also in energy metabolism and protein reservoir. Aging declines muscle mass, strength, and performance [1], and these physiological changes are known as sarcopenia [2,3], which decreases QoL. Therefore, the prevention and improvement of sarcopenia are vital to achieve “healthy aging” [4].

The mass of skeletal muscle varies according to physiological and pathological conditions. In adulthood, the muscle mass is reflected by protein turnover, which is the balance between protein synthesis and degradation. Thus, muscle atrophy results from an imbalance in protein metabolism. Several studies have shown that F-Box Protein 32 (FBXO32) and muscle RING-finger protein-1 (MuRF1), which are muscle-specific ubiquitin ligases, are upregulated in muscle atrophy [5,6,7,8]. The knockout mice of these genes were resistant to muscle atrophy [9]. Furthermore, the expression of FBXO32 and MuRF1 is mediated by several factors, such as oxidative stress, insulin-like growth factor-1 (IGF-1), glucocorticoid, and inflammatory cytokines, through the Forkhead box O (FoxO) signaling pathway [5,10].

Turmeric (Curcuma longa) is used not only as a yellow spice common in Indian cuisine but also as traditional medicine against gastrointestinal disorders and arthritic pain. Indeed, several nutritional studies indicated that turmeric, particularly its curcuminoid component curcumin, has anti-inflammatory, antioxidative stress, and antidiabetic properties [11,12,13]. Hence, curcumin is an important component of turmeric against several diseases and physiological changes. Furthermore, bisacurone, a sesquiterpenes in turmeric, suppresses hepatic lipid accumulation and has a beneficial role in the treatment of inflammatory diseases [14,15]. Thus, turmeric and its components have an important role in mediating health and physiological changes. However, few studies have investigated their role in muscle atrophy or sarcopenia, except for one study that showed curcumin ameliorated muscle atrophy in type I diabetes mice [16]. The present study investigated the effect of turmeric extract (TE) on muscle atrophy in dexamethasone (DEX)-treated mice and C2C12 myotube.

## 2. Materials and Methods

### 2.1. Preparation of TE and TE Fraction

TE was extracted via water extraction from the rhizomes of C. longa which is originally from China, and dried under reduced pressure. The analysis using high performance liquid chromatography (HPLC) showed that the extract contained more than 0.15% of bisacurone and less than 0.1% of curcuminoid. For the preparation of TE fraction, TE was mixed with 90% methanol, and the ethyl acetate fraction was collected. The fractions were further separated into five fractions via HPLC under 50% and 100% of methanol elution. We obtained 11.0, 6.8, 6.8, 5.0, and 14.7 g of fraction 1 (Fr.1), Fr.2, Fr.3, Fr.4, and Fr.5, respectively, from 2 kg of TE powder.

### 2.2. Animal Experiments

Fifteen-week-old male C57BL/6J mice were fed an AIN93-based diet or 2% TE supplemented AIN93-based diet. Five days later, 0.9% of saline or 5 mg/kg body weight of DEX was intraperitoneally administered every day for a week. The mice were individually housed in cages in a temperature-controlled (22 ± 1 °C), 12 h light–dark cycle environment and provided ad libitum access to drinking water and diet. After the experimental period, biopsies from five types of skeletal muscle (gastrocnemius, plantaris, tibialis anterior, extensor digitorum longus, and soleus) were collected under deep anesthesia with isoflurane and stored at −80 °C until further analysis. In this study, total muscle weight was calculated as the sum of the weights of the muscles mentioned above. The diet composition is shown in Table S1.

### 2.3. Cell Caltivation

C2C12 cells were incubated with Dulbecco’s modified Eagle medium containing 10% fetal bovine serum and 1% penicillin-streptomycin under 37 °C and 5% CO2 conditions. The cells were seeded in 6-well collagen I-coated plates for Western blotting analysis and in 24-well plates for real-time reverse transcription polymerase chain reaction (RT-PCR) and lactate dehydrogenase (LDH) assay. Upon reaching 90% confluence, the cells were incubated with 4% horse serum-supplemented medium for cell differentiation. After 6 d, the cells were incubated with serum-free medium for 12 h and treated with or without 100 nM DEX, 200 µg/mL of TE, and five TE fractions for 12 h.

### 2.4. Isolation of Total RNA and Real-Time RT PCR Analysis

The skeletal muscle sample was homogenized with 600 µL of lysis buffer. Total RNA was then isolated from half of the lysate (300 µL) using RNeasy Tissue Mini Kit (Qiagen, Hilden, Germany) following the manufacturer’s instructions.

Meanwhile, C2C12 cells were washed with phosphate-buffered saline and lysed with 300 µL of lysis buffer including 1% of 2-mercaptoethanol. Total RNA was then isolated from the cells using RNeasy Fibrous Tissue Mini Kit (Qiagen) following the manufacturer’s instructions.

Total RNA concentration was measured using NanoDrop ND-1000 (Thermo Fisher Scientific, Waltham, MA, USA). Total RNA (500 ng) was reverse transcribed to cDNA using PrimeScript™ RT Master Mix (Takara Bio Inc., Shiga, Japan) according to the manufacturer’s instructions. The synthesized cDNA was mixed with appropriate primers and SYBR^®^ Premix Ex Taq™ (Takara Bio Inc., Shiga, Japan), and real time RT-PCR was performed on a Thermal Cycler Dice Real Time System TP800 (Takara Bio Inc.). The primer sequences are shown in Table S2. The data were normalized to peptidyprolyl isomerase A (Ppia) mRNA levels. The results are expressed as fold-change values compared with the control.

### 2.5. DNA Microarray Analysis

Total RNA from the tibialis anterior muscle of three mice, which had a body and muscle weight close to the average value, was used for DNA microarray analysis according to previous studies [17,18]. RNA samples (250 ng) were reverse transcribed into single-stranded cDNA using GeneChip^®^ 3′IVT Express Kit (Thermo Fisher Scientific). Synthesis of double-stranded cDNA and complementary RNA (cRNA) was performed following the manufacturer’s instructions. The synthesized cRNA was hybridized onto the array chip at 45 °C for 16 h and stained with streptavidin-phycoerythrin using GeneChip™ Fluidics Station 450 (Applied Biosystems™, Foster City, CA, USA). Images were obtained using GeneChip™ Scanner 3000 (Affymetrix, Santa Clara, CA, USA).

The obtained CEL file data was normalized using Robust Multi-array Average algorithm implemented in R software (https://www.R-project.org/, accessed 1 October 2021, version 3.6.2). Comparison between the two groups was performed via Rank Product analysis. Gene probes with a signal intensity of less than 50 were removed. The cut-off conditions were False Discovery Rate <0.05 and |log ratio| ≥ 0.6. The gene sets satisfying the cut-off conditions were further analyzed using Ingenuity Pathway Analysis software (http://www.ingenuity.com/, accessed 1 October 2021).

### 2.6. Western Blotting Analysis 

For assays using animals, we selected four mice from each group that had a body and muscle weight close to the average value. The muscle and cells were lysed with radioimmunoprecipitation assay buffer containing 25 mM of Tris-HCl (pH 7.6), 150 mM of NaCl, 1% of NP-40, 0.1% of sodium dodecyl sulfate (SDS), 1% of sodium deoxycholate, 1 KIU of aprotinin, 10 mM of Na3VO4, and 0.2% of Protease Inhibitor Cocktail (NACALAI TESQUE Inc., Kyoto, Japan). The lysate was rotated under 4 °C for 1 h and sonicated three times at 10 s each. The sample was centrifuged at 16,000× *g*, 4 °C for 30 min, and the supernatant was mixed with Laemmli buffer containing 189 mM of Tris-HCl (pH 6.8), 6% of SDS, 30% of glycerol 0.0045% of bromophenol blue, and 15% of 2-mercaptoethanol and heated at 95 °C for 5 min. The protein concentration of the solution before mixing Laemmli buffer was determined using the Bradford method.

Electrophoresis and transfer were performed using Mini-PROTEIN Tetra System (Bio-Rad, Hercules, CA, USA) and Mini Trans-Blot^®^ Cell (Bio-Rad), respectively. The membrane was blocked with PVDF Blocking Reagent for Can Get Signal^®^ (TOYOBO, Osaka, Japan). The primary and secondary antibodies were diluted with Can Get Signal^®^ Immunoreaction Enhancer Solution (TOYOBO). The antibody-conjugated membrane was developed with ECL Prime Western Blotting Detection Reagent (GE Healthcare, Chicago, IL, USA) for 5 min, and the image was obtained using Ez-Capture MG (ATTO, Tokyo, Japan).

The primary antibodies (all diluted 1:1000) anti-FBXO32 (#ab168372; Abcam, Cambridge, UK), anti-MuRF1 (#sc-398608; Santa Cruz Biotechnology, Dallas, TX, USA), and anti-α tubulin (#3873; Cell Signaling Technology, Danvers, MA, USA) were used. The secondary antibodies anti-rabbit IgG (#NA934) and anti-mouse IgG (#NA931) were purchased from GE healthcare.

### 2.7. LDH Assay

Cell cytotoxicity was measured via the LDH assay (#299-50601; Wako Pure Chemical Industries, Osaka, Japan). After incubation with DEX and TE fraction, the medium was collected into 1.5 mL tubes and cellular LDH was collected with medium containing 1% Tween-20. LDH in the medium and cell was measured according to the manufacturer’s instructions, and the absorbance (Ab) was measured at 560 nm using a spectrophotometer (Thermo Fisher Scientific). Cytotoxicity was calculated using the following formula: Cytotoxicity (%) = (Abs in medium)/(Abs in medium + Abs in cells) × 100.

### 2.8. Statistical Analysis

The results are expressed as the mean ± standard error. In animal experiments, we performed a multiple comparison test using the Tukey–Kramer test. In cell cultivation, the main effects of DEX and TE or TE fraction, and their interaction were determined by a two-way analysis of variance (two-way ANOVA). Where an interaction effect was detected, we performed the Tukey–Kramer test for a multiple comparison. Statistical significance was set at *p* < 0.05.

## 3. Results

### 3.1. Effects of TE on Body Weight and Muscle Weight in DEX-Treated Mice

As shown in Figure 1a, DEX injection and TE supplementation did not alter the body weight of the mice. DEX injection significantly decreased daily body weight change ratio for 7 d, and this was slightly restored by TE supplementation, and the value was intermediate between that of the control and DEX groups (*p* < 0.05 on Day 5 and *p* = 0.10 on Day 7 vs. DEX group, Figure 1b). The food intake was significantly increased in DEX group and this change was slightly canceled by TE supplementation (Figure 1c, *p* = 0.09). As shown in Figure 1d, total muscle weight was significantly decreased by DEX injection but was not affected by TE supplementation. DEX injection significantly decreased the weight of the *gastrocnemius*, *plantaris*, *tibialis anterior*, and *extensor digitorum longus* muscles but did not alter that of the *soleus* muscle (Figure 1e). TE supplementation suppressed the muscle weight reduction in the *tibialis anterior* (*p* < 0.05) and *extensor digitorum longus* muscles (*p* = 0.05) but had no effect on the weight of the other three muscles.

### 3.2. DNA Microarray Analysis of DEX-Injected and TE-Supplemented Mice

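Gene expression in the tibialis anterior was measured on Affymetrix GeneChip arrays of 45101 probe sets, with 1 array per mouse and 3 mice in each of 3 groups. The arrays give a signal for each probe set, a set of short DNA probes for the transcripts of a gene or of several similar genes. The control group received saline, the DEX group 5 mg/kg DEX daily for 7 d, and the DEX + TE group the same DEX injections on a diet with 2% TE. According to the methods the TE diet began 5 d before the first injection, whereas the sample labels describe turmeric as given after DEX. The mice were 15-week-old C57BL/6J males, and those with body and muscle weight close to the average were chosen for the arrays. From each mouse, 250 ng of RNA was labelled with the GeneChip 3′IVT Express Kit. The deposited values were linear intensities, scaled so that the mean of each array, with 2% of probe sets trimmed at each end, was 500. The methods name Robust Multi-array Average, which gives log2 values, so the deposited values are another summary of the same arrays. The program that made them is not given in the sources used here. The share of probe sets with a signal of 50 or more was 60.9 ± 1.76% (SD, n = 3) in the control group, 59.2 ± 0.742% in the DEX group and 63.6 ± 1.46% in the DEX + TE group. The log2 ratio of the 3′ to the 5′ signal of actin, a sign of RNA quality, was 0.29 ± 0.04, 0.30 ± 0.17 and 0.46 ± 0.08, and that of Gapdh −0.34 ± 0.03, −0.33 ± 0.04 and −0.33 ± 0.02. The signals were converted to log2 with no offset. The paper removed signals under 50, and here the 29269 probe sets whose mean log2 signal reached that of 50 in at least 1 group were tested. Each comparison was made with limma, fitted to all 9 arrays, and with Rank Product, the test that the paper names, on the 6 arrays compared. A probe set was called at an adjusted p (limma) or a false discovery rate (Rank Product) under 0.05 and an absolute log2 fold change of at least 0.6, the thresholds of the paper. Lists of genes for pathways, complexes and cell types were tested with camera in limma, over 13691 genes with 1 probe set each. The correlation between genes was preset at 0.01 and, as an alternative, estimated. The tests, gene lists and alternatives were fixed before the data were examined, except those described as added afterwards, although the values in Tables 1 and 2 and Figure 2 had been seen. Levels are given as means ± SD of the 3 mice of a group. The number of arrays limits their precision, and the smallest two-sided p of an exact permutation test of 3 against 3 arrays is 0.1.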

We carried out DNA microarray analysis in the *tibialis anterior* muscle to understand the functional mechanism underlying the suppressive effects of TE on muscle atrophy in mice. Compared with the control group, DEX injection increased the expression of 264 probes and decreased that of 185 probes, while TE supplementation increased the expression of 40 probes and decreased that of 28 probes (Figure S1). 

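Pnmt (1450606_at), the enzyme that makes adrenaline from noradrenaline, rose from a signal of 32.5 ± 20.7 (SD, n = 3) in the control group to 1581 ± 581 in the DEX group, and its other probe set was also called. Cep85 (1432391_at), which encodes a centrosomal protein, rose from 288 ± 42.6 to 2385 ± 230, whereas the log2 fold change of its other probe set was 0.28. Myo5a (1419754_at), which encodes an actin-based motor that carries vesicles, rose from 105 ± 30.8 to 752.5 ± 187, and its other probe sets, neither of them called, had log2 fold changes of 3.28 and 0.47. Orm1 (1451054_at), an acute-phase plasma protein, was at background in the control group (9.22 ± 11.6) and reached 399.6 ± 171 in the DEX group, at least 7.41-fold higher than a signal of 50. The same held for Glra3 (1457747_at), a subunit of the glycine receptor, at 4.67 ± 4.44 and 505 ± 190.5, at least 9.62-fold higher. Among the genes that fell, Col1a2 (1423110_at), a chain of type I collagen, went from 3716 ± 1382 to 453 ± 129, and H2-Aa (1435290_x_at), a class II antigen-presenting molecule, from 1198 ± 413 to 165 ± 60.9. The limma adjusted p was 2.73e-04 for Cep85, 0.00403 for Pnmt, 0.0114 for Glra3 and Myo5a, 0.0134 for Col1a2, 0.0324 for H2-Aa and 0.0374 for Orm1. In the DEX group against the control group, limma called 68 probe sets higher and 79 lower, and Rank Product 35 higher and 48 lower. Both methods called 21 of them. The signals of the groups did not overlap for 6192 probe sets, 21.2% of those tested, where chance gives 10%. In the DEX + TE group against the DEX group, limma called 4 probe sets, in each of which 1 of the groups was below 50 on every array. Bcl2 (1440770_at), an inhibitor of apoptosis, rose from 2.62 ± 0.713 to 50.9 ± 2.98, and Tmem200c (1459633_at), a membrane protein, from 14.5 ± 3.26 to 72.4 ± 12.1. BC025920 (1436264_at) fell from 96.5 ± 9.14 to 8.74 ± 3.08, and Kdm5c (1441450_s_at), a histone demethylase, from 61.6 ± 2.62 to 11.3 ± 3.66. Against a signal of 50 these are changes of at least 1.02-fold, 1.44-fold, 1.92-fold and 1.23-fold. The limma adjusted p was 0.0208 for Bcl2 and 0.0389 for each of the other 3, and the other probe sets had log2 fold changes of −0.16 to 0.71 for Bcl2, −0.09 for Tmem200c and −0.41 to 0.54 for Kdm5c, of which 1 of 6 was lower. Rank Product called 30 probe sets higher and 9 lower, 2 of them also called by limma. In 29 of the 30 and 8 of the 9, the group with the lower signal was below 50 on every array, and the dimmest 10% of genes had a median log2 fold change of 0.61. In simulated data with nothing changed between the groups compared and each probe set keeping its own spread, Rank Product called 41. This is more than the 39 calls in the data. In 40 simulations of a DEX + TE group that did not differ from DEX, the median was 8 calls with noise independent between probe sets. With noise shared between them it was 11.5, and 0 and 16 of 40 simulations reached 39. These 40 simulations gave more Rank Product calls after DEX injection than the data, with medians of 435 and 576.5 against 83, so they are a rough guide. Whether the 39 calls exceed chance is therefore not settled. At an unadjusted p under 0.05, limma gave 1816 probe sets higher and 456 lower, where chance gives 1463 in all, and the groups did not overlap for 4343 probe sets (14.8%, where chance gives 10%). The median signal was 84.7 to 95.0 on the DEX + TE arrays and 71.5 to 77.7 on the DEX arrays. The excess of higher probe sets is therefore not separated from a shift of whole arrays. The limma calls, 2 higher and 2 lower, became 0 higher and 4 lower with median centring and with quantile normalization. Across the other settings limma called 18 to 563 probe sets after DEX injection and 0 to 13 after TE supplementation, and Rank Product 17 to 210 and 3 to 75. Leaving out 1 array gave 50 to 96 and 0 to 5 with limma, and 17 to 54 and 8 to 34 with Rank Product. Which direction had more limma calls after DEX injection depended on the setting. It was 68 higher and 42 lower with arrays centred on their medians, and 81 and 69 with quantile normalization. A mean-variance trend gave 278 and 285, and a group mean of at least 100 gave 167 and 174. The split of the Rank Product calls by direction followed the group that lost an array. After TE supplementation it was 1 higher and 9 lower, 1 and 7, and 0 and 28 without a DEX + TE array, 8, 24 and 34 higher with 0 lower without a DEX array, and 25 and 27 with quantile normalization. After DEX injection, 16 to 40 were higher and 1 lower without a control array, and 8 to 9 higher and 22 to 45 lower without a DEX array. Of the 9 refits of limma without 1 array, all kept the calls of Pnmt, Cep85, Glra3 and Myo5a, 8 that of Col1a2 (adjusted p = 0.0524 without control replicate 3), 4 that of Bcl2, 1 each those of Orm1, H2-Aa, Tmem200c and Kdm5c, and none that of BC025920. The fit to the 6 arrays compared ended the calls of Pnmt (adjusted p = 0.0546), Glra3 (0.0896), Myo5a (0.0930) and Col1a2 (0.104), each the highest adjusted p of the gene over all settings. The same fit and no filter on low signal also ended the calls of Orm1 and H2-Aa, as did a replicate block for Orm1. Over the settings other than refits, the limma adjusted p of Orm1 was up to 0.153 and that of H2-Aa up to 0.144. Of the other settings with a value, 1 of 6 kept the call of Bcl2, 1 of 8 that of Tmem200c, 3 of 8 that of Kdm5c and 4 of 9 that of BC025920.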

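Collagen genes were lower in the DEX group. Col3a1 (1427883_a_at), which encodes type III collagen, fell from a signal of 7267 ± 1960 (SD, n = 3) in the control group to 1066 ± 284, a log2 fold change of −2.77, and its other probe set had one of −2.29. Col1a1 fell by 1.85, Col5a2 by 1.28 and Col6a2 by 1.14 on the log2 scale. Of 29 genes of collagens and extracellular matrix measured, limma called 5 lower and 0 higher, and 19 were lower and 0 higher when adjusted over the list alone. At an unadjusted p under 0.05, 19 were lower and 0 higher. Rank Product called 0 of the probe sets that stand for these genes, but called another probe set of Col1a2 (1423110_at) lower. The list had a median log2 fold change of −0.71 and ranked lower than other genes (camera adjusted p = 4.75e-14, and adjusted p = 0.471 with an estimated correlation). Of 14 markers of fibroblasts, the cells that make most of this matrix, all were lower by value, with a median of −0.79. Pcolce, which helps process collagen, fell by 1.24, and limma called 2 markers lower (7 when adjusted over the list alone). The camera adjusted p was 3.11e-06 (adjusted p = 0.471 with an estimated correlation). Col1a1, Lum and Dcn stand in both lists. In the DEX + TE group, Col3a1 was at 1729.5 ± 160, with log2 fold changes of 0.73 and, for its other probe set, 0.07 against the DEX group, and all 29 matrix genes had a higher mean log2 signal than in the DEX group, with a median of 0.43. None passed limma's test or the test adjusted over the list alone. At an unadjusted p under 0.05, 13 were higher, and Rank Product called 0. The 14 fibroblast markers were likewise all higher by value, with a median of 0.60. Limma called 0 (6 were higher when adjusted over the list alone, 9 at an unadjusted p under 0.05), and Rank Product called 0. By camera the adjusted p was 5.53e-08 for the matrix genes and 5.9e-07 for the fibroblast markers (adjusted p = 0.374 for each with an estimated correlation). Centring each array on its median moved the median log2 fold change of all probe sets from 0.05 to −0.21 in this comparison and from −0.03 to 0.08 for DEX injection. The median of the matrix genes was then 0.18 and that of the fibroblast markers 0.35.

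**Figure D1:**
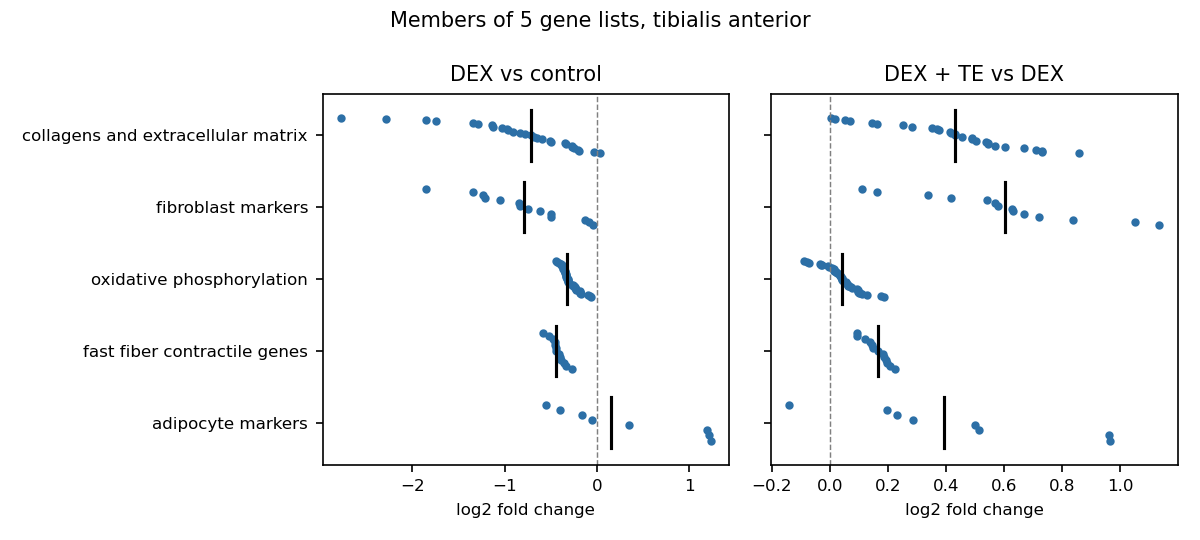
Log2 fold change of each measured gene of 5 gene lists (collagens and extracellular matrix, fibroblast markers, oxidative phosphorylation, fast fiber contractile genes and adipocyte markers) in the DEX group against the control group and in the DEX + TE group against the DEX group. Points are genes and bars are medians; the matrix genes have a median of −0.71 after DEX injection and 0.43 after TE supplementation.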

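All 42 genes of oxidative phosphorylation measured were lower by value in the DEX group, with a median of −0.32. Cox7a1 and Sdhb, subunits of respiratory complexes, had log2 fold changes of −0.44 and −0.43. All 13 genes of fast muscle fibers were lower by value too, with a median of −0.44, among them the myosin heavy chains Myh2 (−0.58) and Myh4 (−0.45). Limma called 0 genes of either list (32 and 11 were lower at an unadjusted p under 0.05), and Rank Product called 0. Adjusted over the list alone, 25 and 10 were lower. The camera adjusted p was 1.17e-16 for oxidative phosphorylation and 3.11e-06 for the fast fiber genes (adjusted p = 0.471 for each with an estimated correlation). The brightest 1% of all genes, 137 genes, had a median of −0.31 in this comparison, and random lists as bright as the oxidative phosphorylation genes had one of −0.22 (95% range −0.30 to −0.16). For lists as bright as the fast fiber genes it was −0.39 (−0.39 to −0.31). The fast fiber genes have a median brightness percentile of 99.9, so few other genes are as bright. The median of their random lists equals an end of the range, so these lists cannot decide whether the fall follows brightness. Quantile normalization, an alternative added after the data were seen for lists, left medians of −0.10 and −0.03 and ended the call of the fast fiber genes (adjusted p = 0.593, in a range of 3.08e-09 to 0.593 over 13 settings). The 8 genes of slow fibers had a median of 0.32, with Myh7, the slow myosin heavy chain, at 2.22. Limma called 0 of them (2 were higher and 1 lower at an unadjusted p under 0.05), Rank Product called 0, and the camera adjusted p was 0.226. In the DEX + TE group against the DEX group, the median was 0.04 for oxidative phosphorylation (camera adjusted p = 0.424) and 0.16 for the fast fiber genes, or −0.21 and −0.09 with arrays centred on their medians. All 13 fast fiber genes were higher by value, but so were 92.0% of the brightest 1% of genes. Random lists as bright had a median of 0.15 (95% range 0.09 to 0.15), again at an end of the range, and so cannot decide. Limma called 0 (0 at an unadjusted p under 0.05 and 0 when adjusted over the list alone), Rank Product called 0, and the camera adjusted p was 0.0428 (adjusted p = 0.619 with an estimated correlation). Of 13 settings 8 ended this call, among them leaving out control replicate 3 (0.0686), DEX replicate 1 (0.500), DEX replicate 3 (0.0576), DEX + TE replicate 2 (0.120) or DEX + TE replicate 3 (0.0987), in a range of 0.00504 to 0.597.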

Canonical pathway analysis did not reveal pathways directly related to muscle physiology and metabolism. However, upstream analysis revealed that DEX injection activated the FoxO3 signaling pathway (Table 1), which is important in DEX-induced muscle atrophy [19,20]. 

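Lcn2 (1427747_a_at), which encodes the iron-binding acute-phase protein lipocalin 2, rose from a signal of 35.2 ± 23.4 (SD, n = 3) in the control group, with 1 of 3 arrays at 50 or more, to 11620 ± 3095 in the DEX group. Mthfd2 (1419254_at), an enzyme of mitochondrial folate metabolism, rose from 150.5 ± 10.0 to 297 ± 26.5, and the log2 fold change of its other probe set was 0.27. Nfkbia (1420088_at), which encodes the NF-κB inhibitor IκBα, fell from 7929 ± 999 to 3283 ± 535, and its other probe sets had log2 fold changes of −1.49 to −0.65. Ccne2 (1422535_at), which encodes cyclin E2, fell from 545 ± 11.6 to 304 ± 40.8. Cdkn1a (1424638_at), which encodes the cell cycle inhibitor p21, was at 645 ± 83.3 in the control group and 2475 ± 1224 in the DEX group and did not pass limma's test (adjusted p = 0.0636), whereas its other probe set did (adjusted p = 0.0310). The log2 fold change was 8.61 for Lcn2, 0.98 for Mthfd2, −1.28 for Nfkbia and −0.85 for Ccne2, with limma adjusted p of 0.00207, 0.0259, 0.0324 and 0.0423. Of the 33 genes in Table 1, 29 were measured here. Limma called 2 higher and 3 lower, the fifth being Ddit4, and 16 were higher and 9 lower when adjusted over the list alone. The study chose these genes on the same samples, so neither the counts nor the camera test of the list are independent evidence of their direction. Among the genes that did not pass, Fos, an immediate early transcription factor, had a log2 fold change of 1.67, Fasn, the fatty acid synthase, of 1.51, and Gadd45b, a stress-response gene, of 1.54. Rank Product called 1 gene of the list higher and 1 lower. The list had a median log2 fold change of 0.83 and a camera adjusted p of 0.0250 (adjusted p = 0.471 with an estimated correlation). In the DEX + TE group, the signal was 7719.7 ± 705 for Lcn2, 1469.6 ± 124 for Cdkn1a, 234 ± 20.6 for Mthfd2, 394 ± 30.1 for Ccne2 and 3098 ± 413 for Nfkbia. Limma called 0 genes of the list against the DEX group (4 were higher and 3 lower at an unadjusted p under 0.05), and Rank Product called 0. Of the 9 refits of limma without 1 array, all kept the call of Lcn2, 2 that of Mthfd2, 1 that of Nfkbia and none that of Ccne2, with adjusted p of up to 0.0934, 0.112 and 0.127. Of 11 other settings, all kept the call of Lcn2, 7 that of Mthfd2, 8 that of Nfkbia and 7 that of Ccne2. The camera adjusted p of the list ranged from 0.0110 to 0.596 over 13 settings.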

Notably, TE supplementation activated the IGF-1 pathway (Table 2), which has a suppressive effect on muscle atrophy [21,22]. 

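Igf1 (1437401_at), the growth factor that gives the category its name, had a signal of 719 ± 53.8 (SD, n = 3) in the DEX group and 1279 ± 341 in the DEX + TE group, against 1172 ± 135 in the control group. Its log2 fold change with TE was 0.79, and those of its other probe sets were 0.37 to 1.04. Slc25a25 (1424735_at), a mitochondrial ATP-Mg/phosphate carrier, was at 737 ± 145 and 1998 ± 259, a log2 fold change of 1.45. Its other probe sets had values of 1.27 and −0.32. Adipoq (1422651_at), which encodes the fat-cell hormone adiponectin, was at 831 ± 97.6 in the DEX group and 1659 ± 451 in the DEX + TE group, and at 360.0 ± 87.0 in the control group. Scd1 (1415964_at), which desaturates fatty acids, was at 2446 ± 977 and 4459 ± 1821, and Tgfbi (1456250_x_at), a matrix protein, at 573 ± 143 and 928 ± 174. Slc20a1 (1448568_a_at), a phosphate transporter, was at 1197 ± 677 and 559 ± 172. None of these differences passed limma's test over all probe sets, with an adjusted p of 0.110 for Slc25a25, 0.473 for Igf1 and Adipoq, and 0.618 for Tgfbi. Of the 9 entries of Table 2, 8 were measured here, and the mean log2 signal of 6 was higher and that of 2 lower in the DEX + TE group, with a median log2 fold change of 0.76. Limma called 0 of the 8 (5 were higher and 1 lower at an unadjusted p under 0.05), and Rank Product called 0. When adjusted over the list alone, Slc25a25, Adipoq and Igf1 were higher, 3 genes in all, and 0 were lower, and neither these counts nor the camera test of the list are independent evidence, since the study chose the genes on these samples and in this comparison. The list had a camera adjusted p of 0.00601 (adjusted p = 0.205 with an estimated correlation), which was 0.124 without DEX replicate 1, in a range of 4.82e-04 to 0.124 over 13 settings. Adipoq is also a marker of fat cells. Of 8 such markers measured, 7 had a higher mean log2 signal with TE, among them Lep, which encodes leptin (0.96), and Cidec, a lipid droplet protein (0.51). Their median log2 fold change was 0.39, or 0.14 with arrays centred on their medians. Limma called 0 of them (2 were higher when adjusted over the list alone, 3 at an unadjusted p under 0.05), and Rank Product called 0. The camera adjusted p of these markers was 0.00404 (adjusted p = 0.205 with an estimated correlation). From the upstream analysis of the called genes, the paper concludes that DEX injection activated FoxO3 signaling and that TE supplementation activated the IGF-1 pathway.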

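Fbxo32 (1448747_at), the muscle ubiquitin ligase atrogin-1, had a signal of 13586 ± 3887 (SD, n = 3) in the control group, 21098 ± 1462 in the DEX group and 15223 ± 1489 in the DEX + TE group. Its log2 fold change was 0.67 after DEX injection (standard error 0.20) and −0.47 with TE, and its other probe sets had values of 0.73 to 0.85 and of −0.91 to −0.75. Trim63 (1438704_at), which encodes the ubiquitin ligase MuRF1, was at 14674 ± 665, 19596 ± 917 and 12016 ± 1597 in the same groups, with log2 fold changes of 0.42 and −0.71 (standard error 0.12 for each). For both genes every DEX array was above every control array and every DEX + TE array (two-sided exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). Neither gene passed limma's test over all probe sets, with adjusted p of 0.193 and 0.183 after DEX injection and 0.636 and 0.218 with TE. Of 14 ubiquitin ligases and related genes of muscle atrophy measured, 10 had a lower mean log2 signal with TE than with DEX alone, with a median log2 fold change of −0.12. Limma called 0 (1, Trim63, was lower when adjusted over the list alone, and 3 at an unadjusted p under 0.05), and Rank Product called 0. Of 31 subunits of the proteasome, which degrades ubiquitinated proteins, 25 were lower by value, among them Psmd4 (−0.26) and Psmd2 (−0.22). The median was −0.09, limma called 0 (1 was lower at an unadjusted p under 0.05 and 0 when adjusted over the list alone), and Rank Product called 0. Of 22 genes of autophagy and the lysosome, 19 were lower by value, among them Atg12 (−0.24) and Sqstm1 (−0.18). The median was −0.07, limma called 0 (0 at an unadjusted p under 0.05 and 0 when adjusted over the list alone), and Rank Product called 0. By camera the adjusted p was 0.00291 for the ubiquitin genes, 3.41e-04 for the proteasome and 0.00404 for autophagy, and adjusted p = 0.205, 0.374 and 0.205 with an estimated correlation. Quantile normalization ended the calls of the proteasome and of autophagy (adjusted p = 0.0518 for each), as did leaving out DEX replicate 1 for autophagy (0.0545), over 13 settings with ranges of 4.18e-05 to 0.0518 and 3.98e-04 to 0.0545. After DEX injection the medians of the 3 lists were 0.05, 0.03 and 0.06, and their camera adjusted p was 0.299, 0.213 and 0.0951. With arrays centred on their medians, the medians with TE were −0.37, −0.35 and −0.32. That centring gave all probe sets a median of −0.21 and the brightest 10% of genes one of −0.27. Without it, random lists as bright had 95% ranges of −0.068 to 0.062, −0.066 to 0.005 and −0.063 to 0.039 with TE. The uncentred median of autophagy, −0.065, lay only just below its range.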

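Ddit4 (1428306_at), also called Redd1, which encodes an inhibitor of mTOR signaling, fell from a signal of 4638 ± 439 (SD, n = 3) in the control group to 319.9 ± 66.3 in the DEX group and was at 279.6 ± 91.3 in the DEX + TE group. This is a log2 fold change of −3.87 after DEX injection (standard error 0.26, limma adjusted p = 0.00338), and all 9 refits without 1 array kept the call. With TE the log2 fold change was −0.23 (limma adjusted p = 0.861). Klf15 (1448181_at), a transcription factor induced by glucocorticoids, was at 1177 ± 316, 1089 ± 346 and 667 ± 86.4. Its log2 fold change was −0.13 after DEX injection (standard error 0.27, limma adjusted p = 0.866), with −0.36 to 0.09 without 1 array, and −0.67 with TE (limma adjusted p = 0.624). Foxo1 (1416981_at), a transcription factor that induces atrophy genes, was at 1074 ± 158, 932 ± 291 and 847 ± 68.9, with log2 fold changes of −0.24 and −0.10. Its other probe sets had values of −0.48 to 1.62 and of −0.16 to 0.64. Foxo3 (1434831_a_at), a factor of the same family, was at 753 ± 86.4, 1160.3 ± 346 and 1201 ± 413, with log2 fold changes of 0.58 and 0.03, and its other probe sets had values of −0.66 to −0.06 and of −0.27 to 0.09. The signals of Foxo1 and Foxo3 overlapped between the groups after DEX injection (two-sided exact permutation tests, p = 0.5 and 0.2) and with TE (p = 0.8 and 0.9), which does not show that they did not differ, since 0.1 is the smallest p that 3 arrays against 3 allow. Leaving out 1 array gave values of −0.28 to 0.14 for Foxo1 and −0.23 to 0.33 for Foxo3 with TE, and arrays centred on their medians gave −0.22 for Foxo3.

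**Figure D2:**
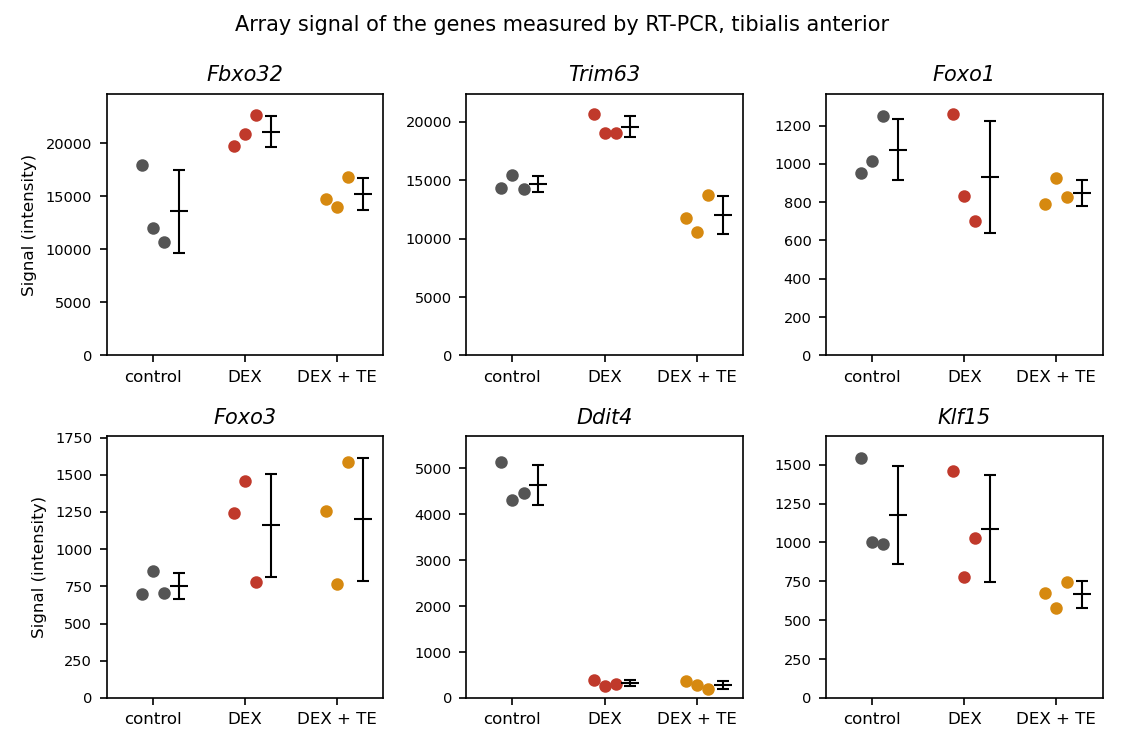
Array signal of Fbxo32, Trim63, Foxo1, Foxo3, Ddit4 and Klf15 in the tibialis anterior of the control, DEX and DEX + TE groups, on a linear axis that starts at 0. Points are single arrays and bars are means with the SD of 3 mice; the Ddit4 signal goes from 4638 in the control group to 319.9 in the DEX group.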

In both “FoxO3” and “IGF-1” categories, F-box protein 32 (*Fbxo32*) was listed. Real-time RT-PCR analysis showed that *Fbxo32* expression was increased by DEX injection, and this increase was suppressed by TE supplementation (Figure 2a). Similarly, *Murf1* expression was significantly suppressed by TE supplementation compared with the DEX-treated group. The expression of *FoxO1* and *FoxO3*, which are transcriptional factors of FBXO32 and MurF1, respectively, was not altered by DEX injection and TE supplementation. Furthermore, regulated in development and DNA damage responses 1 (*Redd1*) and Krüppel-like factor 15 (*Klf15*), which have been found to be upregulated by DEX treatment and related to muscle atrophy [7,23,24,25], were significantly decreased by DEX injection but were not altered by TE supplementation. The protein level of FBXO32 and MurF1 showed similar patterns with gene expression, but these were not significant in all experimental groups (Figure 2b). Furthermore, correlation test indicated a strong positive correlation between mRNA and protein level in FBXO32 (r = 0.575, *p* = 0.05, Figure 2c) and MuRF1 (r = 0.642, *p* = 0.02, Figure 2d) expression. These results suggest that TE supplementation suppresses the expression of FBXO32 and MurF1 in DEX-treated mice.

### 3.3. Effects of TE on FBXO32 and MurF1 Expression in DEX-Treated C2C12 Cells

We then performed an in vitro study using C2C12 myotubes to investigate the effects of TE on FBXO32 and MurF1 expression. As shown in Figure 3a, the expression of *Fbxo32* and *MurF1* was increased by DEX treatment (*p* < 0.001) but was decreased by TE supplementation (*p* < 0.05). No interactive effects between the expression of the two genes were observed. The protein level of FBXO32 was significantly increased by DEX treatment, and this increase was significantly suppressed by TE supplementation (Figure 3b). Similarly, that of MurF1 was increased by DEX treatment but was decreased by TE supplementation. However, no interaction effects were observed in MurF1 at the protein level.

### 3.4. Effects of Five TE Fractions on FBXO32 and MurF1 Expression in DEX-Treated C2C12 Cells

To determine the concentration of TE fractions, LDH assay-based cell cytotoxicity was examined. As shown in Figure 4, 10 µg/mL of Fr.1 significantly increased cell cytotoxicity compared with untreated cells, but the effect was not dose dependent. No toxic effect was observed in various concentrations of Fr.2 and Fr.3. The cell cytotoxicity was significantly increased by the addition of 200 µg/mL of Fr.4 and 50 µg/mL of Fr.5. Thus, we chose 5 and 200 µg/mL of Fr.1, 200 µg/mL of Fr.2 and Fr.3, 100 µg/mL of Fr.4, and 20 µg/mL of Fr.5 to evaluate the effect of TE fractions on Fbxo32 and MurF1 expression in DEX-treated C2C12 myotubes.

In DEX-treated cells, the five TE fractions, except for 5 µg/mL of Fr.1, significantly decreased *Fbxo32* and *MurF1* expression (Figure 5a,b). Hence, 5 µg/mL of Fr.1 was not included in subsequent experiments. The FBXO32 protein level was increased by DEX treatment (*p* < 0.001) but was not altered by Fr.1 treatment (Figure 6a). In contrast, the MurF1 protein level was increased by DEX (*p* = 0.001) and decreased by Fr.1 treatment (*p* < 0.001). Fr.2 supplementation decreased the FBXO32 protein level (*p* = 0.002), and an interaction effect between DEX and Fr.2 was observed (*p* = 0.03, Figure 6b). One-way ANOVA revealed that Fr.2 supplementation suppressed the increase in FBXO32 protein level induced by DEX treatment. MurF1 protein level was decreased by Fr.2 supplementation (*p* < 0.001). Meanwhile, Fr.3 supplementation decreased FBXO32 protein level (*p* < 0.001) but increased MurF1 protein level (*p* = 0.01, Figure 6c). Fr.4 and Fr.5 supplementation did not alter FBXO32 protein level but increased MuRF1 protein level (*p* = 0.04 and *p* = 0.03, respectively, Figure 6d,e. Therefore, only Fr.2 has a suppressive effect on both FBXO32 and MuRF1 protein expression.

## 4. Discussion

The present study showed that TE ameliorated DEX-induced muscle atrophy in mice. TE was also found to suppress FBXO32 and MurF1 expression in the skeletal muscle of mice and in C2C12 cells. To date, several studies have shown that turmeric has anti-inflammatory, anti-oxidative stress, and anti-diabetic effects [11]; however, studies on its effect on muscle atrophy are limited. Thus, this study demonstrated the novel function of turmeric in the maintenance of human health.

Notably, muscle atrophy caused by aging occurs in type II fiber [26]. In our data, amelioration of muscle weight reduction by TE supplementation was observed in the *tibialis anterior* and *extensor digitorum longus* muscles in DEX-treated mice. In terms of gene expression, TE supplementation was found to reduce Fbxo32 and/or MurF1 expression in the *tibialis anterior*, *extensor digitorum longus*, and *gastrocnemius* muscles but not in the *soleus* muscle (Figure 2 and Figure S2), which implies that long term supplementation of TE could improve the muscle weight of the *gastrocnemius* muscle, the heaviest muscle in the leg of mice. Previous morphological and enzymatic studies have shown that in C57BL/6J mice, the *soleus* muscle has type IIA and type I muscle fibers, while *tibialis anterior*, *extensor digitorum longus*, and *gastrocnemius* muscles have predominantly type IIB and type IIDB fibers [27]. Therefore, TE has a suppressive effect on muscle atrophy in type II muscle fibers and may be an effective nutritional strategy against muscle atrophy caused by aging.

Similar effects on FBXO32 and MurF1 expression were observed in mice experiment and cell cultivation test using Fr.2, which suggests that a component of Fr.2 is absorbed by the gastrointestinal tract and regulates these expressions. Curcumin is an important curcuminoid in turmeric, and its supplementation suppressed muscle atrophy in streptozotocin-induced type 1 diabetes mellitus mice [16]. Bisacurone, also a bioactive compound in turmeric, improved hepatic lipid metabolism and inflammatory diseases [14,15]. However, since TE contains less than 0.1% curcuminoid, curcumin may not be an effective compound to suppress muscle atrophy in our study. Furthermore, we carried out liquid chromatography- and gas chromatography-mass spectrometry analyses to determine the bioactive compound in Fr.2, which had the most effect on FBXO32 and MurF1 expression. In both analyses, curcumin and bisacurone were not detected, which suggests that Fr.2 contains a novel bioactive compound in TE and/or turmeric that suppresses muscle atrophy. Metabolomic analysis was performed to identify the novel bioactive compound, and five candidates, namely ρ-cymene, ethanol, 1-(2,5-dimethylphenyl)-, benzene, 1-methyl-4-(1-methylethenyl)-, benzeneacetic acid, methyl ester, and thymol methyl ether, were found. To date, no studies have reported the effect of these five compounds on muscle atrophy. However, ρ-cymene and thymol are known to have suppressive effects against several physiological disorders, such as oxidative stress and inflammation [28,29], which are closely linked to sarcopenia [30]. Given that these two molecules are present in the essential oil of C. longa [31,32], they may be responsible for the suppressive effects of TE on muscle weight loss and FBXO32 and MuRF1 expression. Nevertheless, further studies are required to identify the bioactive compound in turmeric that improves muscle atrophy.

In contrast, the other four TE fractions did not improve the protein expression of both FBXO32 and MuRF1, which is inconsistent with the mRNA results. A previous study had indicated that the mRNA levels can only explain 40–70% of the protein abundance [33]. These results suggested that these four fractions might contain compounds affecting intracellular amino acid concentration, protein translation, or protein halftime. Furthermore, Fr.3 suppressed FBXO32 expression, and Fr.1 and Fr.5 improved MuRF1 expression in DEX-treated C2C12 myotubes, which suggests the presence of other effective molecules in these TE fractions. Overall, TE possibly contains several bioactive compounds that can regulate muscle physiology and metabolism.

DEX induces FBXO32 and MuRF1 expression through the glucocorticoid receptor (GR)-FoxO signaling pathway [5,10]. In DEX-treated mice, the transcription levels of *FoxOs*, *Klf15*, and *Redd1* were not altered by TE supplementation. Furthermore, the protein level of GR was decreased by DEX treatment, but no change was observed in TE-supplemented mice compared with DEX-treated mice. Meanwhile, the phosphorylation ratio of protein kinase B and mammalian target of rapamycin was not altered by DEX injection or TE supplementation. A possible mechanism is that TE affects the protein level of peroxisome proliferator-activated receptor-γ coactivator 1-α, which inhibits FoxO3 activity [10]. Further biological experiments should be conducted to elucidate the effect of TE in skeletal muscle.

## 5. Conclusions

The present study indicates that TE ameliorates DEX-induced muscle atrophy in vivo and in vitro. The findings show the novel function of turmeric, which may be applied in the development of nutritional strategies to improve and/or delay aging-associated muscle atrophy.

## Figures and Tables

**Figure 1:**
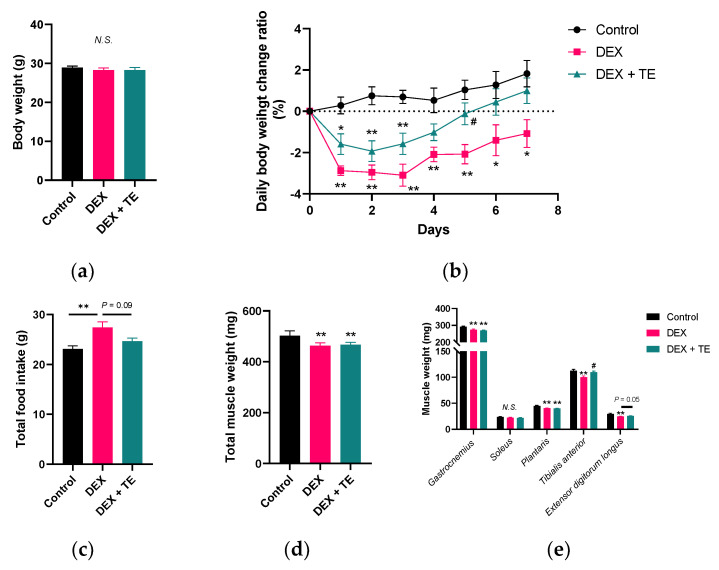
Effects of 2% turmeric extract (TE) supplementation on body weight, food intake, and muscle weight in dexamethasone (DEX)-treated mice. (**a**) Final body weight. (**b**) Daily body weight change ratio. (**c**) Total food intake. (**d**) Total muscle weight. (**e**) Weight of five types of leg muscle. The results are shown as the mean ± standard error and statistical analysis was performed by Tukey–Kramer test. Control group: *n* = 7; DEX and DEX + TE groups: *n* = 6 each. * *p* < 0.05, ** *p* < 0.01 vs. Control, # *p* < 0.05 vs. DEX, N.S.: not significant.

**Figure 2:**
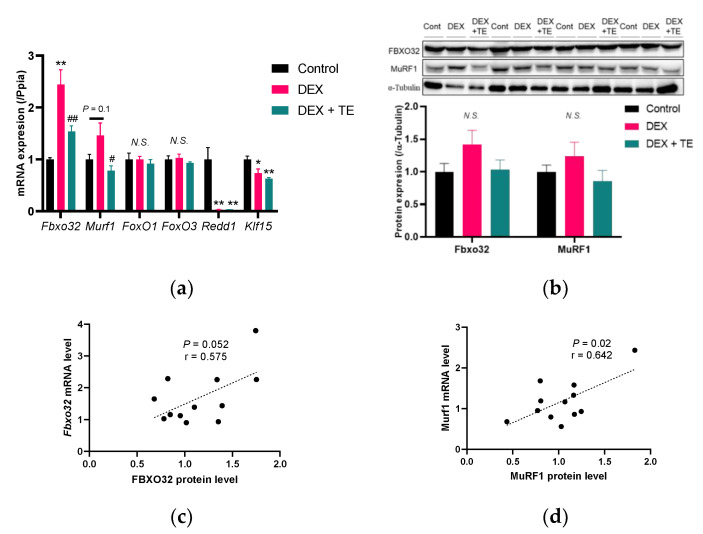
Effects of 2% turmeric extract (TE) supplementation on gene and protein expression of atrophy-related factors in the tibialis anterior muscle of dexamethasone (DEX)-treated mice. (**a**) Gene expression of Fbxo32, Murf1, FoxO1, and FoxO3. (**b**) Protein expression of FBXO32 and MuRF1. (**c**,**d**) are the correlation between mRNA and protein expression of FBXO32 and MuRF1. The results are shown as the mean ± standard error and statistical analysis was performed by Tukey–Kramer test. The correlation test was performed by Pearson correlation test. Control group: *n* = 7; DEX and DEX + TE groups: *n* = 6 each in the PCR experiment and *n* = 4 in Western blotting. * *p* < 0.05, ** *p* < 0.01 vs. Control, # *p* < 0.05, ## *p* < 0.01 vs. DEX, N.S.: not significant.

**Figure 3:**
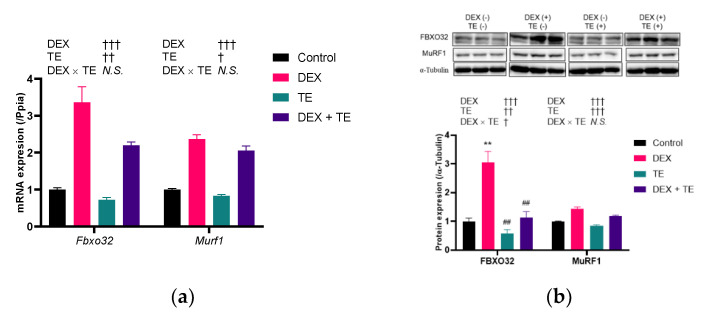
Effects of 200 µM of turmeric extract (TE) on gene and protein expression of atrophy-related factors in dexamethasone (DEX)-treated C2C12 myotubes. (**a**) Gene expression of Fbxo32 and Murf1. (**b**) Protein expression of FBXO32 and MuRF1. The results are shown as the mean ± standard error. PCR experiment: *n* = 4; Western blotting: *n* = 3. Statistical analysis was performed by two-way ANOVA, and where an interaction effect was detected, multiple comparison test was performed by Tukey–Kramer test. The results of two-way ANOVA and multiple comparison test are shown above and in the figure, respectively. † *p* < 0.05, †† *p* < 0.01, ††† *p* < 0.001 in two-way ANOVA, ** *p* < 0.01 vs. Control, ## *p* < 0.01 vs. DEX in multiple comparison test, N.S.: not significant.

**Figure 4:**
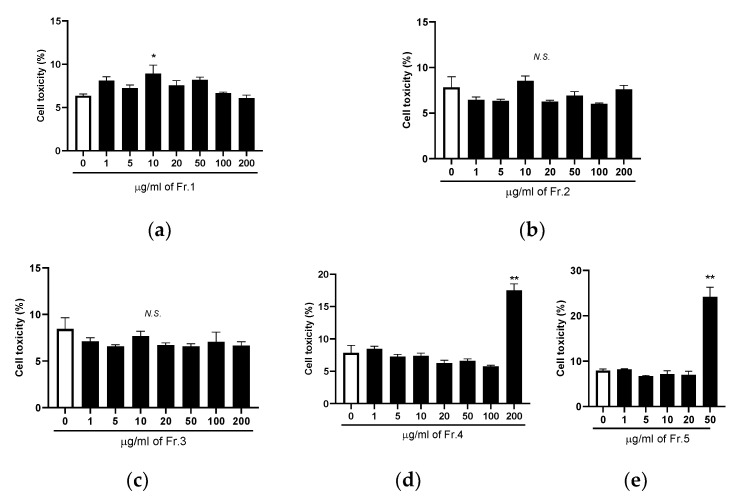
Effects of five turmeric extract (TE) fractions on cell cytotoxicity in C2C12 myotubes. (**a**–**e**) Different concentrations of Fr.1, Fr.2, Fr.3, Fr.4, and Fr.5 were added to C2C12 myotubes for 12 h, after which lactate dehydrogenase assay was performed. The results are shown as the mean ± standard error (*n* = 4), and statistical analysis was performed by Tukey–Kramer test. * *p* < 0.05, ** *p* < 0.01 vs. 0 µg/mL, N.S.: not significant.

**Figure 5:**
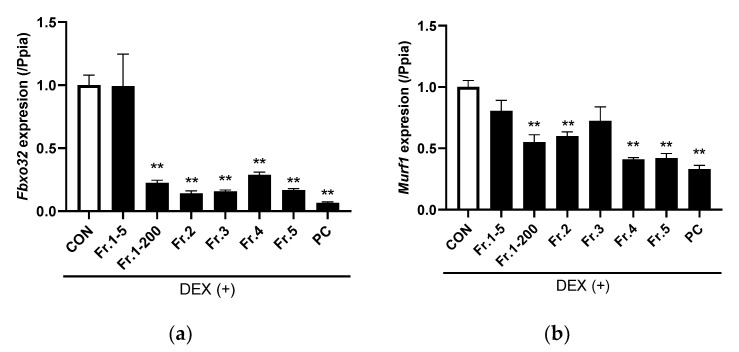
Effects of five turmeric extract (TE) fractions on the gene expression of muscle-specific ubiquitin ligase in dexamethasone (DEX)–treated C2C12 myotubes. (**a**,**b**) Gene expression of Fbxo32 and Murf1, respectively. The positive control group was treated with 10 nM of IGF-1 for 12 h. The results are shown as the mean ± standard error (*n* = 4), and statistical analysis was performed by Tukey-Kramer test. ** *p* < 0.01 vs. Control, N.S.: not significant.

**Figure 6:**
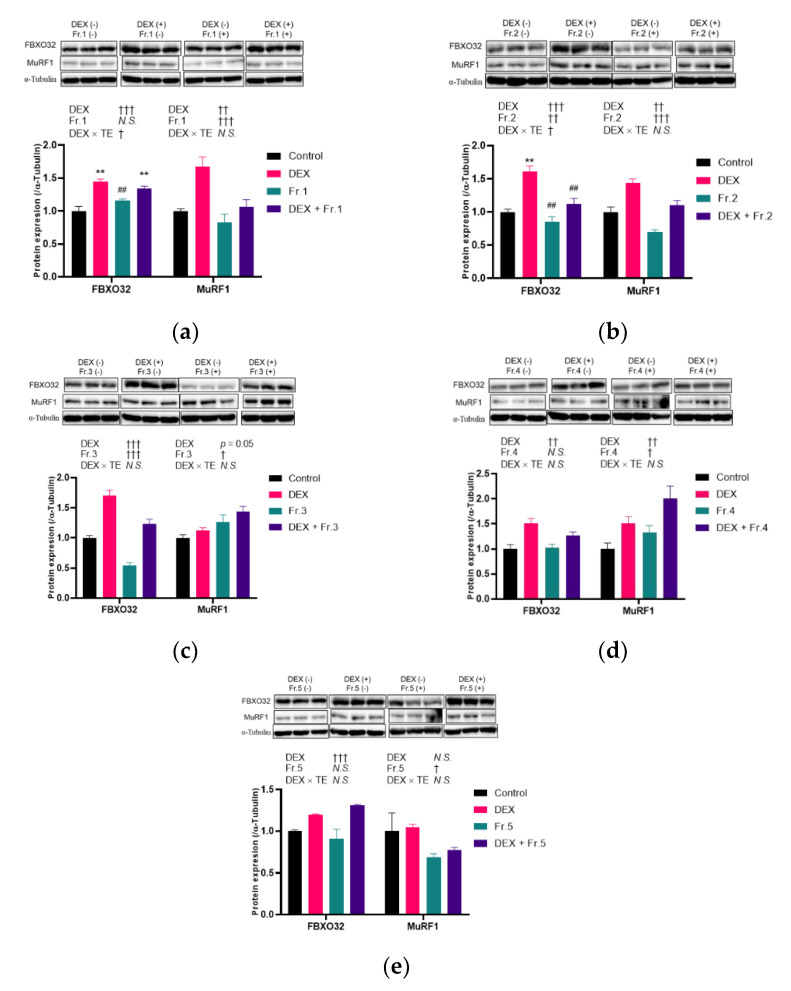
Effects of five turmeric extract (TE) fractions on protein expression of FBXO32 and MuRF1 in dexamethasone (DEX)-treated C2C12 myotubes. The myotubes were incubated with Fr.1 (**a**), Fr.2 (**b**), Fr.3 (**c**), Fr.4 (**d**), and Fr.5 (**e**) for 12 h under DEX co-treatment conditions, and FBXO32 and MuRF1 expressions were investigated. The results are shown as the mean ± standard error, and *n* = 3. Statistical analysis was performed by two-way ANOVA, and where an interaction effect was detected, multiple comparison test was performed by Tukey–Kramer test. The results of two-way and one-way ANOVA are shown below and in the figure, respectively. † *p* < 0.05, †† *p* < 0.01, ††† *p* < 0.001 in two-way ANOVA, ** *p* < 0.01 vs. Control, ## *p* < 0.01 vs. DEX in multiple comparison test, N.S.: not significant.

**Table 1:** Gene list of “FoxO3”.

Gene Symbol	Gene Name	Log Ratio (Dex vs. Con)
*LCN2*	Lipocalin 2	7.43
*CDKN1A*	Cyclin Dependent Kinase Inhibitor 1A	2.134
*FOS*	Fos Proto-Oncogene, AP-1 Transcription Factor Subunit	1.912
*GADD45B*	Growth Arrest And DNA Damage Inducible Beta	1.682
*Mt1*	Metallothionein-1	1.535
*Mt2*	Metallothionein-2	1.291
*TPX2*	TPX2 Microtubule Nucleation Factor	1.242
*IRS2*	Insulin Receptor Substrate 2	1.079
*FASN*	Fatty Acid Synthase	1.076
*PPP1R15A*	Protein Phosphatase 1 Regulatory Subunit 15A	1.049
*EGR1*	Early Growth Response 1	0.982
*UBC*	Ubiquitin C	0.974
*FBXO32*	F-Box Protein 32	0.906
*MTHFD2*	Methylenetetrahydrofolate Dehydrogenase (NADP+ Dependent) 2	0.902
*GABRR2*	Gamma-Aminobutyric Acid Type A Receptor Subunit Rho2	0.837
*EIF4EBP1*	Eukaryotic Translation Initiation Factor 4E Binding Protein 1	0.79
*JUNB*	JunB Proto-Oncogene, AP-1 Transcription Factor Subunit	0.738
*BCL2L11*	BCL2-Like 11	0.733
*OPTN*	Optineurin	0.677
*CDKN1B*	Cyclin Dependent Kinase Inhibitor 1B	0.668
*MAP1LC3A*	Microtubule Associated Protein 1 Light Chain 3 Alpha	0.633
*PAK1*	P21 (RAC1) Activated Kinase 1	−0.664
*PTEN*	Phosphatase And Tensin Homolog	−0.676
*CCNE2*	Cyclin E2	−0.726
*GRB14*	Growth Factor Receptor Bound Protein 14	−0.772
*VCAM1*	Vascular Cell Adhesion Molecule 1	−0.784
*FMOD*	Fibromodulin	−0.799
*IGF1*	Insulin-Like Growth Factor 1	−0.799
*CCND1*	Cyclin D1	−0.816
*FN1*	Fibronectin 1	−1.075
*NFKBIA*	NFKB Inhibitor Alpha	−1.296
*TCIM*	Transcriptional And Immune Response Regulator	−1.31
*DDIT4*	DNA Damage Inducible Transcript 4	−4.14

In upstream analysis using IPA software, the “FoxO3” category was listed in the comparison between the control and DEX groups. The activation Z score of this category was 2.795.

**Table 2:** Gene list of “IGF1”.

Gene Symbol	Gene Name	Log Ratio (DEX + TE vs. DEX)
*SLC25A25*	Solute Carrier Family 25 Member 25	1.16
*ADIPOQ*	Adiponectin, C1Q And Collagen Domain Containing	1.041
*SCD*	Stearoyl-CoA Desaturase	0.888
*TGFBI*	Transforming Growth Factor Beta Induced	0.787
*IGF1*	Insulin-Like Growth Factor 1	0.733
*C4A/C4B*	Complement C4B (Chido Blood Group)	0.679
*COL3A1*	Collagen Type III Alpha 1 Chain	0.677
*FBXO32*	F-Box Protein 32	−0.846
*SLC20A1*	Solute Carrier Family 20 Member 1	−0.997

In upstream analysis using IPA software, the “IGF1” category was listed in the comparison between the DEX and DEX + TE groups. The activation Z score of this category was 1.991.

## Data Availability

The datasets presented in this study can be found in the NCBI’s Gene Expression Omnibus (GEO) online repositories under accession number GSE209528.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu14193979/s1, Figure S1: Venn diagram of detected probes in DNA microarray analysis; Figure S2: Effects of 2% TE supplementation on gene expression of Fbxo32 and Murf1 in *Gastrocnemius* (a), *Extensor digitorum longus* (b), *Soleus* (c), and *Plantaris* muscle (d) of DEX-challenged mice; Table S1: Diet composition; Table S2: Primer sequences.

# Supplementary material for: Suppressive Effects of Turmeric Extract on Muscle Atrophy in Dexamethasone-Treated Mice and Myotubes
**Source:** Nutrients. 2022 Sep 25;14(19):3979. doi: 10.3390/nu14193979
**Supplement:** Supplementary file 1

Supplementary Materials

1. Supplementary Figure

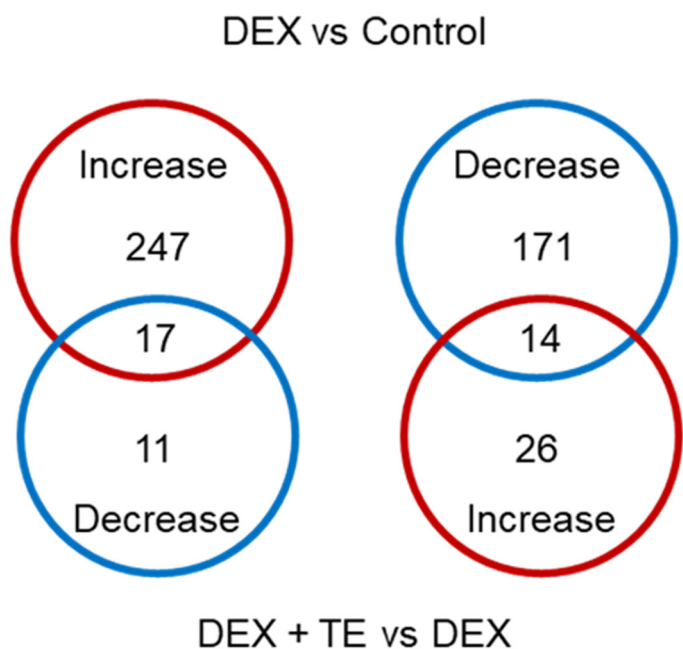

**Figure S1.** Venn diagram of detected probes in DNA microarray analysis.

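Rank Product called 8 probe sets in opposite directions in the DEX group against the control group and in the DEX + TE group against the DEX group. Slc26a8 (1439281_at), an anion transporter of the testis, was higher after DEX injection and lower with TE. The other 7 were lower after DEX injection and higher with TE. They included Bcl2 (1440770_at), Slitrk5 (1429718_at), a neuronal membrane protein, Sox3 (1450485_at), a transcription factor, Prl8a2 (1448608_at), a member of the prolactin family, and Las1l (1446743_at), which acts in ribosome production. In the control group Slitrk5 had a mean signal of 60.8, Sox3 of 84.2 and Prl8a2 of 70.9. In the DEX group the values were 4.95, 9.36 and 5.05, and in the DEX + TE group 65.2, 87.1 and 47.4. These signals are near background, with every DEX array below 50, and the means of Bcl2 in the control group (39.3) and of Prl8a2 in the DEX + TE group were below 50 too. No probe set was called in the same direction by both comparisons. The same 3 DEX arrays stand in both comparisons, which gives opposite directions by chance alone. In 40 simulations of a DEX + TE group with no difference from the DEX group, the median number of opposite calls was 2 (95% range 0 to 7.03) with noise independent between probe sets, and 2 (0 to 163) with the noise that probe sets shared on these arrays. The simulations gave more calls after DEX injection than the data, with medians of 435 and 576.5 against 83, so they are a rough guide. Independent lists of the same sizes would share 0.0108 probe sets in the first direction and 0.0492 in the second. The covariance of both sets of log2 fold changes was −0.14, beyond the 95% range of −0.13 to −0.12 with independent noise and within that of −0.32 to 0.05 with shared noise. With 3 arrays the DEX group cannot be split into sets of at least 2, so part of the excess may come from the shared arrays. Other settings gave 0 to 16 opposite calls, and leaving out 1 array gave 0 to 9.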

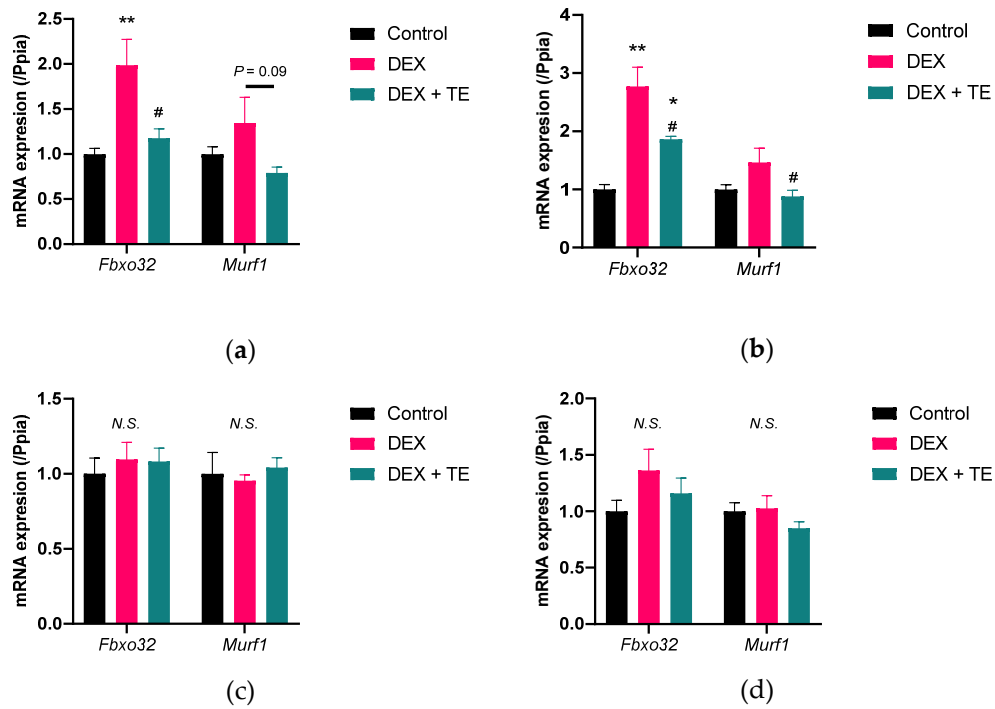

**Figure S2.** Effects of 2 % TE supplementation on gene expression of *Fbxo32* and *Murf1* in *Gastrocnemius* (a), *Extensor digitorum longus* (b), *Soleus* (c), and *Plantaris* muscle (d) of DEX-challenged mice. The results are shown as the mean  $\pm$  standard error and statistical analysis was performed by Tukey-Kramer test. \* $p < 0.05$ , \*\* $p < 0.01$  vs Control, # $p < 0.05$  vs DEX, N.S.: not significant.

## 2. Supplementary Tables

**Table S1.** Diet composition

| <b>Component (%)</b>  | <b>Control diet</b> | <b>2% TE supplemented diet</b> |
|-----------------------|---------------------|--------------------------------|
| Casein                | 20.0                | 20.0                           |
| $\beta$ -corn starch  | 39.75               | 37.75                          |
| $\alpha$ -corn starch | 13.2                | 13.2                           |
| Soybean oil           | 7.0                 | 7.0                            |
| Sucrose               | 10.25               | 10.25                          |
| Cellulose             | 5.0                 | 5.0                            |
| Vitamin mixture*      | 1.0                 | 1.0                            |
| Mineral mixture*      | 3.5                 | 3.5                            |
| L-cystine             | 0.3                 | 0.3                            |
| TE powder             | 0.0                 | 2.0                            |

\* AIN-93 prescription (Oriental Yeast Co., Ltd., Tokyo, Japan). TE: Turmeric extract.

**Table S2.** Primer sequences

| Gene            |                  | Primer sequence (5'-3')   |
|-----------------|------------------|---------------------------|
| <i>For mice</i> |                  |                           |
| <i>Fbxo32</i>   | <i>Sense</i>     | GCTGGTGGGCAACATTAACA      |
|                 | <i>Antisense</i> | GTTGTAAGCACACAGGCAGGTC    |
| <i>Murf1</i>    | <i>Sense</i>     | CTGAGTAACTGCATCTCCATGCT   |
|                 | <i>Antisense</i> | TCCTTCACCTGGTGGCTATTC     |
| <i>FoxO1</i>    | <i>Sense</i>     | ACATTTTCGTCCTCGAACCAGCTCA |
|                 | <i>Antisense</i> | ATTTCAGACAGACTGGGCAGCGTA  |
| <i>FoxO3</i>    | <i>Sense</i>     | TCGTCTCTGAACTCCTTGCGT     |
|                 | <i>Antisense</i> | TGGAGTGTCTGGTTGCCGT       |
| <i>Redd1</i>    | <i>Sense</i>     | CCAGACAAGAGGGCCTTGA       |
|                 | <i>Antisense</i> | CCATCCAGGTATGAGGAGTCTT    |
| <i>Klf15</i>    | <i>Sense</i>     | CCAAGAGCAGCCACCTCCAA      |
|                 | <i>Antisense</i> | CAACTCATCTGAGCGGGAAA      |
| <i>Ppia</i>     | <i>Sense</i>     | CAAATGCTGGACCAAACACAA     |
|                 | <i>Antisense</i> | TCACCTTCCCAAAGACCACA      |

Fbxo32: F-Box Protein 32, Murf1: Muscle RING-finger protein-1, Foxo: Forkhead box O, Redd1: regulated in development and DNA damage responses 1, Klf15: Krüppel-like factor 15, Ppia: Peptidylprolyl isomerase A

How the deposited data were processed for this re-analysis (not part of the article)

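The deposited series holds 9 Affymetrix GeneChip arrays of tibialis anterior muscle, 1 per mouse, from 3 control mice, 3 DEX mice and 3 DEX + TE mice. The 3 groups were taken from the sample labels. Each array has 45101 probe sets. The 64 control probe sets of the manufacturer were left out, which left 45037.

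The authors deposited 1 intensity per probe set and array. These intensities are on a linear scale, with no value at or below 0, and the mean of each array, with 2% trimmed at each end, is 500. The medians differ between arrays, from 71.5 in the DEX group to 95.0 in the DEX + TE group. The paper describes Robust Multi-array Average in R, which gives log2 values with equal distributions, so the deposited values are another summary of the same arrays. The program that made them is not given in the sources used here. No values of the probes within a probe set were used, so that summary was not repeated. The share of probe sets at a signal of 50 or more, given with the groups, is the measure of signal over background, and the number of arrays limits the precision of every level.

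Gene symbols were taken from the array's annotation. Of the probe sets, 34945 had 1 symbol, 932 had several and 9160 had none. By their Entrez gene numbers 34741 were found in the RefSeq table of GRCm38.p6, and 0 symbols changed. No coordinates are given, because no genome sequence was used.

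The intensities were converted to log2 with no offset. Probe sets were kept where the mean log2 intensity of at least 1 group reached log2 of 50, which left 29269. The paper states that probes under 50 were removed and does not state over which arrays. Fold changes are differences of mean log2 values, and folds against a group below 50 on every array are given as at least the fold over 50.

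The comparisons were DEX with control, DEX + TE with DEX, and DEX + TE with control. Limma 3.58.1 in R 4.3.3 was fitted to all 9 arrays with 3 group means, lmFit and eBayes, and p-values were adjusted by Benjamini-Hochberg. Rank Product was written in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, over all pairs of arrays of the groups compared, with 100 permutations of the values within each array. Both used the thresholds of the paper, 0.05 for the adjusted p or false discovery rate and 0.6 for the absolute log2 fold change. Single genes were also compared by exact permutation of 3 against 3 arrays. Figures were drawn with matplotlib 3.10.9.

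For gene lists, 1 probe set per gene was used, the one with the highest mean over the 9 arrays among those with exactly 1 symbol, which gave 13691 genes. There were 36 gene lists. The lists made from Tables 1 and 2 and from the genes measured by RT-PCR or named in the Discussion come from the study itself. The rest cover pathways, complexes and markers of other cell types in muscle and were written from textbook knowledge. Each list was tested with camera in limma at a preset correlation of 0.01 between genes and adjusted over the 36 lists of a comparison. Members were counted at limma's adjusted p over all probe sets and adjusted over the list alone. Random lists of the same size and similar brightness were drawn 10000 times to describe how bright genes moved. They are uninformative for the fast fiber genes, which stand at the top of the brightness ranking.

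The genes named in the text follow a rule. It takes every gene of Tables 1 and 2, of the RT-PCR panel and of the Discussion list. It takes for each comparison the 10 genes with the largest rise and the 10 with the largest fall among limma calls whose groups do not overlap, filled up from the Rank Product calls. It takes up to 4 members of each list described, or up to 3 given as values where none passed. The text gives only some of the genes that the rule takes, and which of them to give was decided after their values were seen. The values in Tables 1 and 2 and in Figure 2 had been seen when the rule and the lists were written. The probe sets called in opposite directions were named after their values were seen.

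The methods were tested on simulated data of 29269 probe sets, with changes added to the comparison of DEX with control. Calls with nothing changed were counted in a comparison to which no change was added. Limma recovered 42 of 100 probe sets changed by 1 on the log2 scale and 74 of 100 changed by 2, with 8 false calls, and called 0 when nothing was changed. Rank Product, with each probe set keeping its own spread, recovered 0 of 100 and 7 of 100, with 66 false calls, and called 41 when nothing was changed. With the same spread for every probe set it recovered 52 of 100 and 100 of 100, with 6 false calls, and called 0 when nothing was changed. Of its 83 calls for DEX with control, 61 had 1 group below 50 on every array. Camera, run on 13691 genes, called a changed list of 30 genes and 0 of 20 unchanged lists. This does not test lists whose genes vary together as strongly as in the data. There the estimated correlation was 0.56 for the matrix genes, 0.68 for the fast fiber genes and 0.33 for oxidative phosphorylation.

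The overlap of the first and second comparisons was set against 40 simulations of a DEX + TE group with no difference from DEX, with 20 permutations each. The alternatives were a replicate block, a fit to the 6 arrays compared, a mean-variance trend, array weights, no threshold on the fold change, no filter on low signal, a mean of the 9 arrays of at least 50, a group mean of at least 100, quantile normalization, centring each array on its median, 1 probe set per gene, all probe sets of a gene, an estimated correlation between genes, pairings of the arrays in Rank Product, and leaving out each array in turn. The log2 of the signal plus 50 and, for gene lists, quantile normalization were added after the data were seen. Data of the C2C12 experiments, muscle weights, RT-PCR and protein levels are not part of the series and were not used.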

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

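No test reported under this heading was chosen only after its result was seen. The paper lists no genes for DEX + TE against control, although its sentence on the number of probes can be read as using the control group for TE as well. In this comparison limma called 111 probe sets, 65 higher and 46 lower, and Rank Product called 134, 64 higher and 70 lower. Both methods called 26 of them. At an unadjusted p under 0.05, limma gave 2327 probe sets higher and 1708 lower, where chance gives 1463 in all. The signals of the groups did not overlap for 6633 probe sets (22.7%, where chance gives 10%). With arrays centred on their medians limma called 49 higher and 62 lower, and with quantile normalization 62 and 63. In the other settings limma called more probe sets higher than lower. Leaving out 1 array gave 28 to 86 calls with limma and 33 to 64 with Rank Product. The split of the latter followed the group that lost an array, with 22 to 51 higher and 8 to 11 lower without a control array, and 6 to 9 higher and 45 to 56 lower without a DEX + TE array.

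The following genes were higher in the DEX group than in the control group, were also called by limma in the DEX + TE group against the control group, and are not discussed by the paper. For Glra3 and Orm1, which were below 50 on every control array, the fitted log2 fold changes after DEX injection, 7.14 and 6.15, rest on background values, and the bounds are at least 9.62-fold and 7.41-fold higher than a signal of 50. Glra3 had a signal of 308 ± 78.9 (SD, n = 3) in the DEX + TE group, at least 6.02-fold higher than 50. Orm1 had a signal of 445 ± 114 in the DEX + TE group, at least 8.71-fold higher than 50. Pnmt, with 1 of 3 control arrays at 50 or more, had a log2 fold change of 5.72, which rests partly on background values, and a signal of 1299 ± 72.3 in the DEX + TE group. Cep85 had one of 3.06, with 2711 ± 137 in the DEX + TE group, and Myo5a one of 2.85, with 698 ± 59.5. Apoh (1416677_at), a plasma lipoprotein component also with 1 of 3 control arrays at 50 or more, had one of 2.68, with signals of 45.2 ± 8.50 in the control group, 288 ± 46.1 in the DEX group and 266 ± 94.4 in the DEX + TE group, and its other probe set had a value of −0.19. Of the 9 refits of limma without 1 array, 5 kept the call of Apoh in DEX against control (adjusted p of up to 0.0626) and 1 that of Orm1 (adjusted p of up to 0.124). In DEX + TE against control, all 9 kept the calls of Pnmt and Cep85, 6 that of Myo5a, 5 that of Glra3 and 1 that of Orm1. In DEX against control, the fit to the 6 arrays compared ended the calls of Glra3, Pnmt, Myo5a and Orm1, and a replicate block and no filter that of Orm1. In DEX + TE against control, the replicate block and the 6 arrays ended the calls of Glra3 (adjusted p of up to 0.0658) and Orm1 (up to 0.122), and no filter that of Orm1.

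The 6 arrays of a comparison can be split into 3 and 3 in 10 ways, which are too few for a share under 0.05. For limma fitted to the 6 arrays, the real groups of DEX and control gave 18 calls and the highest other split 0, so that 1 of 10 splits reached the real number. For DEX + TE and DEX both numbers were 0 and 10 of 10 splits reached it. In this comparison limma gave 2272 probe sets at an unadjusted p under 0.05 in the fit to all 9 arrays, and Rank Product called 39. For DEX + TE and control limma gave 55 calls, and the highest other split 0 (1 of 10 splits). For Rank Product the real number was 83 and the highest other 6 for DEX and control (1 of 10), 39 and 6 for DEX + TE and DEX (1 of 10), and 134 and 4 for DEX + TE and control (1 of 10). In simulated data with nothing changed between the groups compared and each probe set keeping its own spread, Rank Product called 41. This is more than the 39 calls for DEX + TE and DEX. In 40 simulations of a DEX + TE group that did not differ from DEX, the median was 8 calls with noise independent between probe sets. With noise shared between them it was 11.5, and 0 and 16 of 40 simulations reached 39. The answer thus depends on how much noise the probe sets share. These 40 simulations are also a rough guide, with medians of 435 and 576.5 calls after DEX injection against 83 in the data. Neither the splits nor the simulations settle whether the 39 calls for DEX + TE and DEX exceed chance.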

How the results depend on the processing

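The log2 of the signal plus 50 and, for the gene lists, quantile normalization were chosen only after the data were seen. With 3 arrays per group and many signals near background, the counts moved with the filter and with the estimate of the spread. The cause of each move was not tested, except that fewer arrays or fewer probe sets enter some settings by construction. Dropping the threshold on the fold change left every count of called probe sets the same.

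Counts of called probe sets are given for DEX against control, DEX + TE against DEX and DEX + TE against control, in this order. For limma (147, 4 and 111 calls), a replicate block gave 41, 0 and 30, the 6 arrays compared alone 18, 0 and 55, no filter on low signal 53, 0 and 44, a group mean of at least 100 gave 341, 0 and 222, and the log2 of the signal plus 50 gave 283, 0 and 216. A mean-variance trend gave 563 in the first and 409 in the last comparison, and a mean of the 9 arrays of at least 50 gave 225 in the first and 0 in the second. Array weights gave 13 and 1 probe set per gene 1 in the second. Where limma called 0, the fit to all 9 arrays had 2272 probe sets at an unadjusted p under 0.05 and Rank Product called 39. Leaving out 1 array gave 50 to 96, 0 to 5 and 28 to 86. For Rank Product (83, 39 and 134 calls), no filter gave 17, 3 and 17, and a group mean of at least 100 gave 210, 75 and 282. The log2 of the signal plus 50 gave 205 in the first and 12 in the second comparison, 1 probe set per gene 55 in the first and 62 in the last, a replicate block 10 in the second and 83 in the last, and a mean of the 9 arrays of at least 50 gave 6 in the second. Leaving out 1 array gave 17 to 54, 8 to 34 and 33 to 64. The replicate numbers do not pair the mice, since deviations of arrays with the same number had correlations of −0.02 to 0.05. The 8 probe sets called in opposite directions became 2 with a replicate block, 0 with no filter, 1 with a mean of the 9 arrays of at least 50, 16 with a group mean of at least 100, 5 with 1 probe set per gene, 0 with the log2 of the signal plus 50 and 0 to 9 without 1 array.

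Of the gene lists, 9, 15 and 13 passed in the same comparisons, among them in the first that of Table 1 and in the second that of Table 2, whose genes the study chose on these arrays. With an estimated correlation 0, 0 and 0 passed. All probe sets of a gene gave 10, 14 and 14, a replicate block 7, 14 and 13, centring on the median 12, 16 and 14, quantile normalization 7, 11 and 10, and leaving out 1 array 7 to 11, 7 to 15 and 10 to 13. The 7 in the second comparison were obtained without DEX replicate 1. In none of these settings did a list that passed turn its direction and still pass.

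For the 118 fold changes of named genes, 2270 values were computed in 11 other settings and 9 refits without 1 array. Of these, 1900 had the direction and side of the threshold of the reported value, 302 were no longer past it, 43 were newly past it and 25 had the opposite sign. The opposite signs came in 14 gene results, none past the threshold, with a smallest limma adjusted p of 0.693, and the cause was not tested. In DEX against control, centring on the median gave 0.013 for Cdkn1b and 0.036 for Nr3c1. In DEX + TE against DEX, Foxo3 had −0.0037 with array weights and −0.22 with centring on the median. In DEX + TE against control, centring on the median gave −0.0081 for Akt1 and −0.10 for Mtor, and Akt2 had 0.035 with array weights and 0.0099 with quantile normalization. Without 1 array, the values in DEX against control were −0.36 to 0.091 for Klf15 and −0.27 to 0.51 for Ppargc1a. In DEX + TE against DEX they were −0.28 to 0.14 for Foxo1, −0.23 to 0.33 for Foxo3, −0.46 to 0.027 for Ddit4, −0.62 to 0.17 for Ppargc1a, −0.15 to 0.0053 for Akt1 and −0.094 to 0.027 for Mtor. In DEX + TE against control they were −0.25 to 0.025 for Ppargc1a, −0.012 to 0.11 for Mtor and −0.10 to 0.10 for Akt2.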

Differences from the paper's values

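Only the log2 of the signal plus 50 was chosen after the data were seen. Counts use the false discovery rate and log ratio thresholds that the paper states, except those at an unadjusted p. The alternatives also include dropping the log ratio threshold, which left every count of called probe sets the same. The paper's filter on signals under 50 is stated without the arrays it applies to, and it describes Robust Multi-array Average, while the deposited values are on a linear scale with a trimmed mean of 500 on each array. The alternatives named are those set before the data were examined unless stated.

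For probes increased by DEX injection the paper's number is 264, against 35 with Rank Product and 68 with limma. None of 15 alternatives of Rank Product came within 1.5 times of the paper's number (8 to 108). Of 20 alternatives of limma, the mean-variance trend did, with 278, and the other 19 did not (lowest 11). For probes decreased by DEX injection the paper's number is 185, against 48 with Rank Product and 79 with limma. None of 15 alternatives of Rank Product came close (1 to 102). Of 20 alternatives of limma, a group mean of at least 100 did, with 174, and the others did not (7 to 285). The log2 of the signal plus 50, which was chosen after the values were seen, gave 154 with limma and called 4 of the 10 genes of Table 1 that the paper lists as decreased and that were tested, and so drops 6, while the setting used here called 3 and a group mean of at least 100 called 6 of them.

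The paper's sentence names the control group before both sets of numbers, while Table 2 compares DEX + TE with DEX, and the numbers for TE are set against DEX + TE with DEX first. For TE supplementation the paper's number of increased probes is 40, against 2 with limma, and none of 20 alternatives came close (0 to 7). With Rank Product 30 were increased, which is within 1.5 times of the paper's number, but 0 or 1 were without a DEX + TE array. It was 8 without DEX replicate 1, 24 without DEX replicate 2, 1 with a mean of the 9 arrays of at least 50 and 2 with no filter. A replicate block gave 9, and quantile normalization and one-to-one pairings of the arrays 25 each. The log2 of the signal plus 50, chosen after the values were seen, gave 9. Median centring (29), 1 probe set per gene (28), leaving out DEX replicate 3 (34) and a group mean of at least 100 (47) stayed within 1.5 times. The paper's number of decreased probes is 28, against 9 with Rank Product and 2 with limma. Of 15 alternatives of Rank Product, a group mean of at least 100 (28), quantile normalization (27) and leaving out DEX + TE replicate 3 (28) came close, and the other 12 did not. None of 20 alternatives of limma came close (0 to 6). Read against the control group, the numbers here are 65 higher and 46 lower with limma and 64 and 70 with Rank Product, none within 1.5 times of the paper's. In this reading 9 of 20 alternatives of limma came within 1.5 times for the increased probes (the 6 arrays compared alone, no filter, median centring, and leaving out any control or DEX array) and 4 for the decreased (the 6 arrays compared alone and leaving out any DEX array). With Rank Product 6 of 15 did for the increased (a replicate block, quantile normalization, median centring, 1 probe set per gene, and leaving out control replicate 1 or 2) and 2 for the decreased (a mean of the 9 arrays of at least 50 and 1 probe set per gene). Probes increased by DEX injection and decreased by TE supplementation are about 17 in Figure S1, read by eye, as the paper's value, against 1 here, and none of 18 alternatives came close (0 to 4). Probes decreased by DEX injection and increased by TE supplementation are about 14 in Figure S1, read by eye, against 7 here. Of 18 alternatives a group mean of at least 100 came close, with 12, and the others did not (lowest 0).

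Across the 29 genes of Table 1, 25 log2 fold changes lay within 1 SD of the paper's log ratio, and 28 had its sign. Pearson's r across genes was 0.985 and Spearman's rho 0.917 (r = 0.957 without Lcn2 and Ddit4). For Table 2, 6 of 8 lay within 1 SD and 8 had the paper's sign (r = 0.983, rho = 0.929). Genes are not independent replicates. The paper's log ratio of Lcn2 is 7.43, against 8.61 here, and none of 20 alternatives came close (7.97 to 9.12). That of Fasn is 1.076 in the paper, against 1.51 here. Leaving out control replicate 1 came close, and the other 19 of 20 alternatives did not (1.26 to 1.79). That of Gabrr2 is 0.837 in the paper, against 1.86 here, and none of 20 alternatives came close (1.28 to 2.24). For Lcn2 and Gabrr2, 1 of 3 control arrays was at 50 or more, so both log ratios rest partly on background values. That of Cdkn1b is 0.668 in the paper, against −0.090 here. The probe set with the largest absolute fold change came close, with 0.59, and the other 19 of 20 did not (lowest −0.14). In Table 2 the paper's log ratio of Slc25a25 is 1.16, against 1.45 here. Centring on the median, leaving out DEX replicate 3 and leaving out DEX + TE replicate 2 came close, and the other 17 of 20 did not (1.20 to 1.58 over all). That of Fbxo32 is −0.846 in the paper, against −0.47 here. Centring on the median and the probe set with the largest absolute fold change came close, the latter with −0.91, and the other 18 of 20 did not (−0.91 to −0.41 over all).

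Of the 29 genes of Table 1, which the paper calls, limma called 5 with the paper's sign. The mean-variance trend called 20, a group mean of at least 100 called 13, 1 probe set per gene 9, and a mean of the 9 arrays of at least 50 called 8. The log2 of the signal plus 50, chosen after the values were seen, called 10. Without DEX replicate 3, 6 were called, among them Cdkn1a and Ppp1r15a, and without control replicate 2 Fasn was called. A replicate block, the 6 arrays compared alone and no filter called 2 each, median centring 3, and 6 of the 9 refits without 1 array 2. Cdkn1a was called by its other probe set. Of the 8 genes of Table 2, limma called 0, the mean-variance trend called 1, Slc25a25, and at an unadjusted p under 0.05 limma had 5 higher and 1 lower, while Rank Product called 0. The paper reports from RT-PCR that Klf15 was lower after DEX injection. On the arrays of 3 mice per group its log2 fold change was −0.13, while Ddit4, for which the paper reports the same, had −3.87.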

Other observations

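Of the tests under this heading, the log2 of the signal plus 50, among the 11 settings for genes, and quantile normalization, among the 13 for lists, were chosen only after the data were seen. In the DEX + TE group, Nr4a2 (1455034_at), an orphan nuclear receptor of the immediate early response, rose from a signal of 113 ± 46.8 (SD, n = 3) in the control group to 2354 ± 762, with 554 ± 320 in the DEX group. Hp (1448881_at), the acute-phase protein haptoglobin, rose from 71.5 ± 46.2 to 1063 ± 165, with 533 ± 163 in the DEX group. Timp4 (1423405_at), an inhibitor of matrix metalloproteinases, fell from 4492 ± 416 to 921 ± 114, with 1471 ± 730 in the DEX group. For all 3 the mean of the DEX group lay on the same side of the control group. Of the 9 refits of limma without 1 array, 2 kept the call of Nr4a2 and 1 each those of Hp and Timp4, with adjusted p of up to 0.126, 0.148 and 0.131, and of 11 other settings 9, 8 and 9 kept them. The other probe sets had log2 fold changes of −0.74 to 3.08 for Nr4a2, 3 of 4 higher, and of −2.16 for Timp4. Of 20 immediate early genes, 18 were higher by value than in the control group, with a median log2 fold change of 1.02 (0.51 in the DEX group against control, camera adjusted p = 0.00512, and adjusted p = 0.471 with an estimated correlation), among them Atf3 (2.24) and Fos (2.18). Limma called 0, while 10 were higher and 1 lower when adjusted over the list alone, 11 higher and 1 lower at an unadjusted p under 0.05, and Rank Product called 0. The camera adjusted p was 8.89e-06 (adjusted p = 0.435 with an estimated correlation). Of 15 heat shock proteins and chaperones, 11 were higher by value, with a median of 0.30, or 0.15 with arrays centred on their medians, among them Hspa1b (2.45) and Hspa1a (2.18). Limma called 0 (6 were higher when adjusted over the list alone and 6 at an unadjusted p under 0.05), and Rank Product called 0. For this list the camera adjusted p was 0.00270 (adjusted p = 0.435 with an estimated correlation). Of 8 adipocyte markers, 5 were higher and 3 lower by value, the latter being Car3, Fabp4 and Adig. Adipoq rose by 2.19 and Retn, which encodes resistin, by 1.69 on the log2 scale. Limma called 2 of the markers higher and 0 lower (4 were higher when adjusted over the list alone). For these markers the camera adjusted p was 0.0252, adjusted p = 0.435 with an estimated correlation, 0.0503 without control replicate 1 and 0.0695 without DEX replicate 1, in a range of 0.00347 to 0.0695 over 13 settings. Of 19 targets of the glucocorticoid receptor, Fkbp5, which restrains the receptor, rose by 1.88 on the log2 scale and Cebpb, a transcription factor, fell by 0.95. Limma called 1 of these targets higher and 1 lower. The list had a median of −0.44, with 1 higher and 9 lower when adjusted over the list alone, and a camera adjusted p of 1.05e-04 (adjusted p = 0.435 with an estimated correlation).

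Among markers of immune cells, H2-Aa fell after DEX injection, and H2-Ab1 and Cd74, which also serve antigen presentation, had log2 fold changes of −2.13 and −1.38. Of 7 markers of B and T cells, limma called 1 lower (3 when adjusted over the list alone), with a median of −2.09 and a camera adjusted p of 0.0112. It was adjusted p = 0.471 with an estimated correlation and 0.0763 with all probe sets of a gene, in a range of 3.41e-04 to 0.0763 over 13 settings. The neutrophil proteins S100a9 and S100a8 had values of 2.29 and 1.74. Limma called 0 of the 3 neutrophil markers measured (2 were higher when adjusted over the list alone and 2 at an unadjusted p under 0.05), and Rank Product called 0. With TE, 13 of 14 macrophage markers were higher by value than in the DEX group, with a median of 0.57, where random lists as bright had one of 0.14 (95% range −0.11 to 0.39), and of 0.32 with arrays centred on their medians, among them C1qa, a complement protein (2.69), and Mrc1, the mannose receptor (0.85). Limma called 0 (4 were higher at an unadjusted p under 0.05 and 0 when adjusted over the list alone), and Rank Product called 0. The camera adjusted p was 0.00601 (adjusted p = 0.374 with an estimated correlation) and 0.0545 without DEX replicate 1, in a range of 1.62e-04 to 0.0545 over 13 settings. Of the 5 genes named in the Discussion, Nr3c1, the glucocorticoid receptor, had a log2 fold change of −0.07 after DEX injection, Ppargc1a of 0.13, Akt1 of 0.23, Akt2 of 0.23 and Mtor of 0.08. These are mRNA values, whereas the paper reports that the protein level of the receptor fell after DEX treatment. Limma called 0 of them (0 at an unadjusted p under 0.05 and 0 when adjusted over the list alone), and Rank Product called 0.

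Rank Product called 8 probe sets in opposite directions after DEX injection and with TE, 7 of them lower after DEX injection. A candidate explanation is that the DEX arrays, which both comparisons share, read low for these probe sets by chance. The 8 lay just above the 95% range of 0 to 7.03 in simulations with independent noise and within that of 0 to 163 with noise shared between probe sets, and 1 and 16 of 40 simulations reached 8. The simulations also gave more calls after DEX injection than the data, with medians of 435 and 576.5 against 83, so they are a rough guide. The shared arrays and a reversal of the DEX response by TE, the biological explanation in the design, cannot be told apart here, because the DEX group has only 3 arrays and the result depends on how much noise the probe sets share, with 0 and 16 of 40 simulations reaching the 39 calls with TE.

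Adipoq and Scd1 had higher signals in the DEX + TE group than in the DEX group. More adipose tissue in the DEX + TE muscles is a candidate explanation, since both genes are abundant in fat cells. The other 7 adipocyte markers had a median log2 fold change of 0.29, with 6 higher and 1 lower by value, 0 called by limma or by Rank Product and 3 of all 8 at an unadjusted p under 0.05. Among the most abundant, Fabp4 went from 16647 ± 1961 (SD, n = 3) to 18995 ± 876 and Car3 from 45721 ± 8111 to 53083 ± 2416, and both, like Lipe, are also expressed in muscle. The value lies between those predicted with and without more adipose tissue, and a response of the muscle to TE stays open and untested.

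Ddit4, and in the paper's RT-PCR also Klf15, were lower in the DEX group than in the control group, although both are induced by glucocorticoids. A candidate explanation is lower activity of the glucocorticoid receptor at sampling. The paper reports less receptor protein after DEX treatment, with no change when TE was added. The arrays measure neither the protein nor its activity. The other 18 receptor targets had a median log2 fold change of −0.21, with 7 higher and 11 lower by value. Among them Fkbp5 rose by 2.26 and Sgk1 fell by 0.72 on the log2 scale. Of all 19 targets, Klf15 among them, limma called 1 higher and 1 lower, and Rank Product 0 higher and 1 lower. Adjusted over the list alone, 1 was higher and 5 lower. At an unadjusted p under 0.05, 2 were higher and 7 lower. The camera adjusted p was 0.101 (adjusted p = 0.636 with an estimated correlation). More targets fell than rose, but the list did not pass, so the test decides neither way. Another candidate explanation is a shift of the circadian phase. For it, the mean of Arntl and Npas2 minus that of Dbp, Nr1d1 and Per3 was 0.83 higher in the DEX group. The difference was −4.02 ± 0.24 (SD, n = 3) in the control group and −3.19 ± 1.40 in the DEX group, so that it lay within the spread between mice, and Nr1d1 (0.34) went against the shift. In the DEX + TE group, where Ddit4 was as low, it was −2.62 ± 0.49, with no overlap with the control group, so both explanations stay open beside a response to 7 d of DEX.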
